A study of Drosophila melanogaster with 18 samples.

How the data were processed

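Brains of Drosophila melanogaster of the strain w1118, a white-eyed laboratory strain commonly used as a control, were collected at 6 times of a cycle of 12 h light and 12 h dark. Times are given as zeitgeber time (ZT), the hours since lights on, and were ZT3, ZT7, ZT11, ZT15, ZT19 and ZT23. Each time had 3 libraries, which makes 18. Per the labels, flies had been kept on the light cycle for at least 3 days, RNA was extracted from the brains, and libraries of the 3′ ends of transcripts were prepared with a CEL-Seq2 protocol, which primes on the poly(A) tail and tags each molecule with a short random identifier, here of 6 bases. The libraries were sequenced on an Illumina NextSeq instrument, per the labels. The labels do not state the aligner, the counting tool, the genome build, the annotation, the filter on low genes, the use of strand, or whether molecules were counted by their identifiers.

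One table was used, with 12014 genes under their symbols and 18 columns of values, and 0 columns without a sample. Its deposited values are ratios between 0 and 1, which the authors scaled to a maximum per gene. No gene had more than 1 value of exactly 1 within the 6 libraries that share a replicate number, in any of the 3 such series, while a gene had up to 3 such values over all 18. The authors' scaling to the maximum was thus done per gene within each replicate series. In series 1, 2 and 3, 62.2%, 54.1% and 45.1% of genes had no value of 1 at all. Their maximum thus seems to have belonged to a sample not used here, which was not tested. A ratio therefore has no common scale between series for a given gene, and none between genes. Of the symbols, 4 had been turned into dates by spreadsheet software, and 79 of the 12014 symbols matched no single gene of the annotation used.

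Because the scale of each gene differs between series, the replicate series was entered as a block in every main fit. In the design fixed before the data were examined, the fit without the block was the main one and the block was one of its alternatives. They were exchanged after the unit had been seen, and the number of rhythmic genes, the other main counts and the calls of the gene lists are also given without the block.

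Tests were run with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a variance trend on each gene's mean log2 value) on log2(ratio + 0.285). That mean comes from ratios to a gene's own maximum, so it does not measure abundance. It is lower for a gene that falls far below its maximum at some times. The pseudocount 0.285 is the 10th percentile of all positive values. Fold changes are on this scale and understate the change of the lower levels. Genes listed above 0 in at least 9 of 18 libraries were tested, which left 11899. A gene was called rhythmic when the moderated F test of a 24 h cosine and sine had a Benjamini-Hochberg adjusted p under 0.05, and its peak time and its peak-to-trough change came from those coefficients. A second fit with the 6 times as a factor gave a moderated F test of any difference between times, and 3 contrasts between times 12 h apart. All 18 libraries shared one estimate of the spread. All p-values of these fits are two-sided.

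Named genes follow a rule fixed before the data were examined. They are the 8 genes of a core clock list, the 10 rhythmic genes with the largest fitted change, and, for each contrast, up to 2 rises and 2 falls that were largest among genes whose 3 libraries at one time were all above the 3 at the other. A further 7 lists fixed in advance were summarised with all members counted: cycling genes of the fly head, markers of photoreceptors, fat body, muscle, glia and neurons, and transcripts of the mitochondrial genome.

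The table gives no counts, so the absolute depth is unknown, and no interval or floor that needs it is given. The ratios of 2 libraries within a series do pile up at one value and its simple multiples, as whole numbers times a library factor do. The relative worth of 1 read in each library was estimated from this pattern, and 100% of the library pairs in each series gave the same steps. With it, whole numbers that give a gene's ratios were found for 11613 of 11641, 11448 of 11473 and 11459 of 11463 genes above 0 in at least 4 libraries of series 1, 2 and 3. These numbers are called recovered reads. They are the smallest that are possible, and the true ones may be a common multiple of them. They served for relative depth, for alternatives and for descriptions, never for the main tests. On simulated counts of known value, the steps gave numbers for at least 99.9% of genes, of which 98.0% to 98.2% were exact, and for 0% of genes whose values were made not to be whole.

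The fits were tested on simulated data drawn at the recovered reads of each gene and library, scaled to a maximum as in the table. Since these reads are the smallest possible numbers, the rates below hold for that depth only. Reads were drawn independently with one dispersion of 0.00951 for all genes. Over 20 draws with no change, the mean number of rhythmic calls was 0, and 5.01% of genes had an unadjusted p under 0.05. With 200 genes changed by a log2 peak-to-trough of 1, 34.8% of them were called, and 72.1% at a log2 change of 2, as means over 3 draws. Fitted changes of genes with at least 10 recovered reads were smaller than those put in, with medians of 0.60 and 1.03, because of the pseudocount. In 10 further draws each, with no change, reads were copies of molecules, with a mean of 5 or 20 reads per molecule.

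Alternatives fixed before the data were examined were pseudocounts of 0.0285 and 1.42, 3 other filters on low values, the replicate block (here the main choice, with its absence as the alternative), median-of-ratios scaling, quantile normalization, eBayes without the trend or robust, library weights, a 12 h component, a rank test of the JTK type on values centred within series, stricter thresholds, contrasts fitted on their 6 libraries alone, dark against light libraries, and fits that left out each library or each series. Alternatives chosen after seeing the data were a minimum of 10 recovered reads, limma's voom on recovered reads, scaling to the total of recovered reads, centring each library on its mean log value, and removing from each library a spline of 4 degrees of freedom on transcript length while keeping its mean. The 24 h test was also run with the mean of the photoreceptor, the muscle or the fat body list as a covariate, chosen after seeing the data, with the members of that list left out of the count.

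Positions and transcript lengths came from the Ensembl release 115 annotation of the Drosophila genome build BDGP6. The authors' build is not stated in the labels, and the table gives no positions, so these coordinates are those of BDGP6 alone. Of the 12014 symbols, 9968 matched a gene by symbol and 1967 by a synonym. Random lists, permutation tests and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.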

Results

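The data describe the transcripts of Drosophila brains over one day. By its title, the series belongs to a survey of where clock cells lie in the fly and which genes cycle. The comparisons below ask which transcripts of the brain change with the time of day, when they peak, and whether the known genes of the circadian clock do so. Each of the 6 times, ZT3, ZT7, ZT11, ZT15, ZT19 and ZT23, was represented by 3 libraries. ZT3, ZT7 and ZT11 fell in the light phase and ZT15, ZT19 and ZT23 in the dark phase. Levels are ratios to a gene's maximum within its replicate series.

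The libraries differed in depth. Totals of recovered reads, which are lower bounds, ranged from 1745268 in replicate 3 of ZT7 to 20444205 in replicate 3 of ZT23. In each of the 3 series, both the ZT19 and the ZT23 library were deeper than the other 4. Relative to the median of their series, these 6 libraries lay between 1.27 and 2.32, and the other 12 between 0.161 and 1.08. The shallowest, replicate 3 of ZT7, listed 14.9% of the 12014 genes at 0, against 0.716% in replicate 2 of ZT23. Depth and time were therefore not independent in this design.

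**Figure D1:**
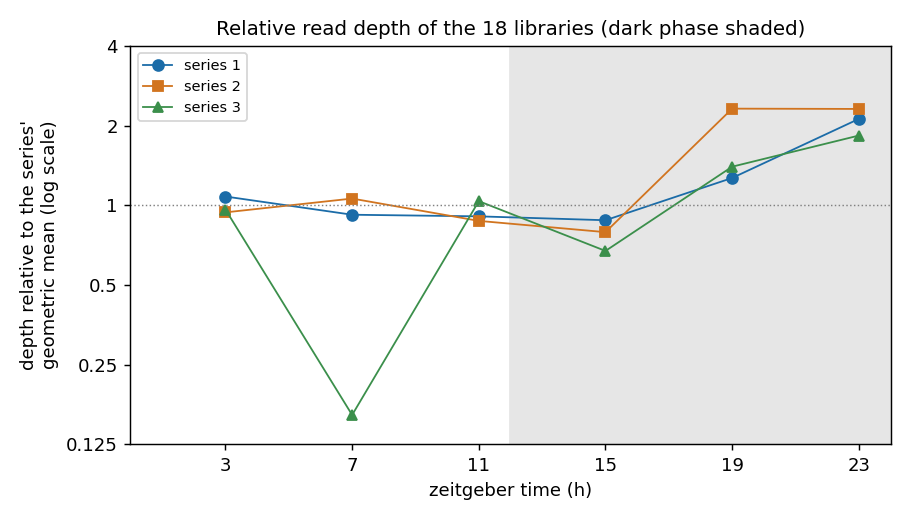
Depth of each of the 18 libraries relative to the median of its replicate series (log axis), by zeitgeber time in hours, with 1 point per library, lines joining the libraries of a series and the dark phase shaded. The axis label reads geometric mean, but the plotted values are relative to the median. The ZT19 and ZT23 libraries lie at 1.27 or above in all 3 series, and replicate 3 of ZT7 lies at 0.161.

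The 24 h fit called 479 of 11899 genes rhythmic (limma, adjusted p under 0.05). At an unadjusted p under 0.05 there were 2281 genes, or 19.2% of those tested. Of the 479, 107 had a fitted peak-to-trough change of at least 1.5-fold, and 74 had an adjusted p under 0.01 (37 and 19 without the replicate block). Without the replicate block, the alternative that lowered the count most among the fits of all 18 libraries at this threshold, 112 genes passed, all of them among the 479. The count fell more than 1.5 times below 479 in 9 of the 18 fits that each left out one library. It was 154 without replicate 3 of ZT19, 220 without replicate 2 of ZT15, 251 and 262 without replicates 3 and 2 of ZT23, 267 and 270 without replicates 2 and 1 of ZT7, 291 without replicate 2 of ZT3, 294 without replicate 2 of ZT11 and 304 without replicate 1 of ZT19. In the other 9 fits it lay between 328 and 511. Leaving out a whole series, with 2 libraries per time left, gave 3, 0 and 27 genes without series 1, 2 and 3, where 1876, 1406 and 1750 genes had an unadjusted p under 0.05.

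Fitted peaks were unevenly spread over the day. Of the 479 rhythmic genes, 215 peaked between ZT16 and ZT20 and 93 between ZT4 and ZT8, while the other 4-hour windows held between 22 and 70. In all, 325 genes (67.8%) peaked in the dark phase. This share depended on how the libraries were scaled. It was 69.0% with median-of-ratios scaling, 72.9% with quantile normalization, 53.3% with scaling to the total of recovered reads and 40.5% with each library centred on its mean log value, where 294 genes were rhythmic. The mean log2 values that the centring removed were small, between -0.08 in replicate 3 of ZT7 and 0.12 in replicate 2 of ZT23. Leaving out replicate 3 of ZT19 gave 61.7%, and leaving out replicate 3 of ZT3 gave 75.1%. The share is a description, since genes are not independent of each other. Among the 2281 genes at an unadjusted p under 0.05 it was 57.9%, against a mean of 58.1% in simulated genes with no change.

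**Figure D2:**
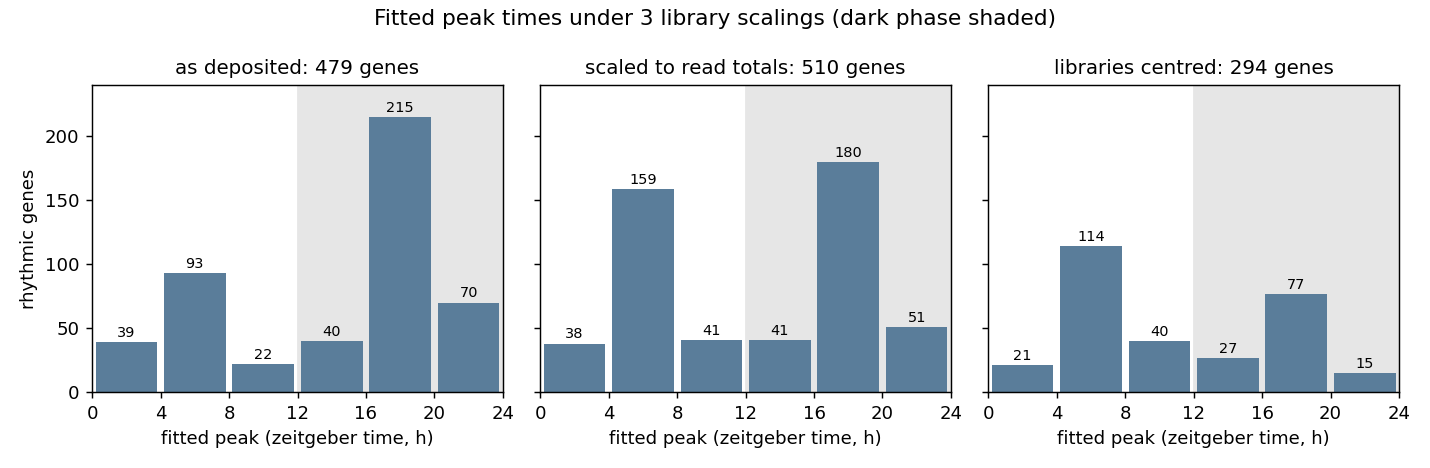
Number of rhythmic genes (vertical axis) by fitted peak time in windows of 4 h (horizontal axis, zeitgeber time) with values as deposited, scaled to the total of recovered reads, and with each library centred, and with the dark phase shaded. The window from ZT16 to ZT20 holds 215, 180 and 77 genes and the window from ZT4 to ZT8 holds 93, 159 and 114.

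Of the 8 core clock genes, 6 were rhythmic over all genes tested, and 7 when adjusted over the list alone. The gene tim (FBgn0014396) had the highest level at ZT15, 0.881 ± 0.105 of its series maximum (SD, n = 3), and the lowest at ZT3, 0.111 ± 0.0140. The ratio of both levels within a series, which does not depend on the scaling to the maximum, was 7.92 ± 0.344 (SD, n = 3). Its fitted log2 peak-to-trough change was 1.59 (SE 0.24, limma adjusted p 0.00303), with a peak at ZT15.7. The gene vri (FBgn0016076) rose from 0.131 ± 0.0466 at ZT3 to 0.913 ± 0.105 at ZT15 (SD, n = 3). The ratio within series was 7.88 ± 3.95, with 12.4, 5.93 and 5.29 in series 1, 2 and 3. The fitted change of vri was 1.60 (SE 0.26, adjusted p 0.00525), with a peak at ZT13.8. Levels of per (FBgn0003068) were 0.293 ± 0.0544 at ZT3 and 0.816 ± 0.172 at ZT15, a ratio of 2.78 ± 0.138 within series. Its fitted change was 0.90 (SE 0.21, adjusted p 0.0420). The gene cry (FBgn0025680) ran the other way, with 0.937 ± 0.0920 at ZT3 and 0.331 ± 0.0574 at ZT15. The ratio of ZT3 to ZT15 within series was 2.92 ± 0.778. The fitted change of cry was 1.08 (SE 0.14, adjusted p 0.000791), with a peak at ZT4.28.

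The other clock genes changed less. Clk (FBgn0023076) had a fitted log2 change of 0.65 (SE 0.16, adjusted p 0.0446) with a peak at ZT2.39. Its mean level was lowest at ZT15, at 0.435 ± 0.165 (SD, n = 3), and highest at ZT7, at 0.877 ± 0.139, but ZT7 was the highest time in series 3 alone, in its shallow library. In series 1 and 2 the highest was ZT23, at 1 and 0.950, and the ZT23 mean was 0.838 ± 0.240. The change of cwo (FBgn0259938) was 0.35 on the log2 scale (SE 0.07, adjusted p 0.0171) with a peak at ZT14.9. Pdp1 (FBgn0016694) passed only when adjusted over the list alone (p 0.00530), with a fitted change of 0.33 (SE 0.09) and an adjusted p of 0.0776 over all genes. No daily change of cyc (FBgn0023094) was detectable, with a fitted change of 0.08 (SE 0.06, adjusted p 0.719). The calls of tim, vri and cry held in all 18 fits that left out one library, and that of cwo in 17, with an adjusted p of 0.0534 in the fit that lost it. The calls of per and Clk each held in only 2 of the 18, with adjusted p-values up to 0.124 and 0.113. With eBayes without the trend, per passed and Clk did not. With voom on recovered reads both passed, per at an adjusted p of 2.41e-06. Over all 41 alternatives, which include the fits that left out one library, per and Clk each passed in 18. Without the replicate block, adjusted p-values were 0.0164 for tim, 0.0250 for vri, 0.00344 for cry, 0.0418 for cwo, 0.188 for per and 0.154 for Clk, so 4 of the 8 passed.

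**Figure D3:**
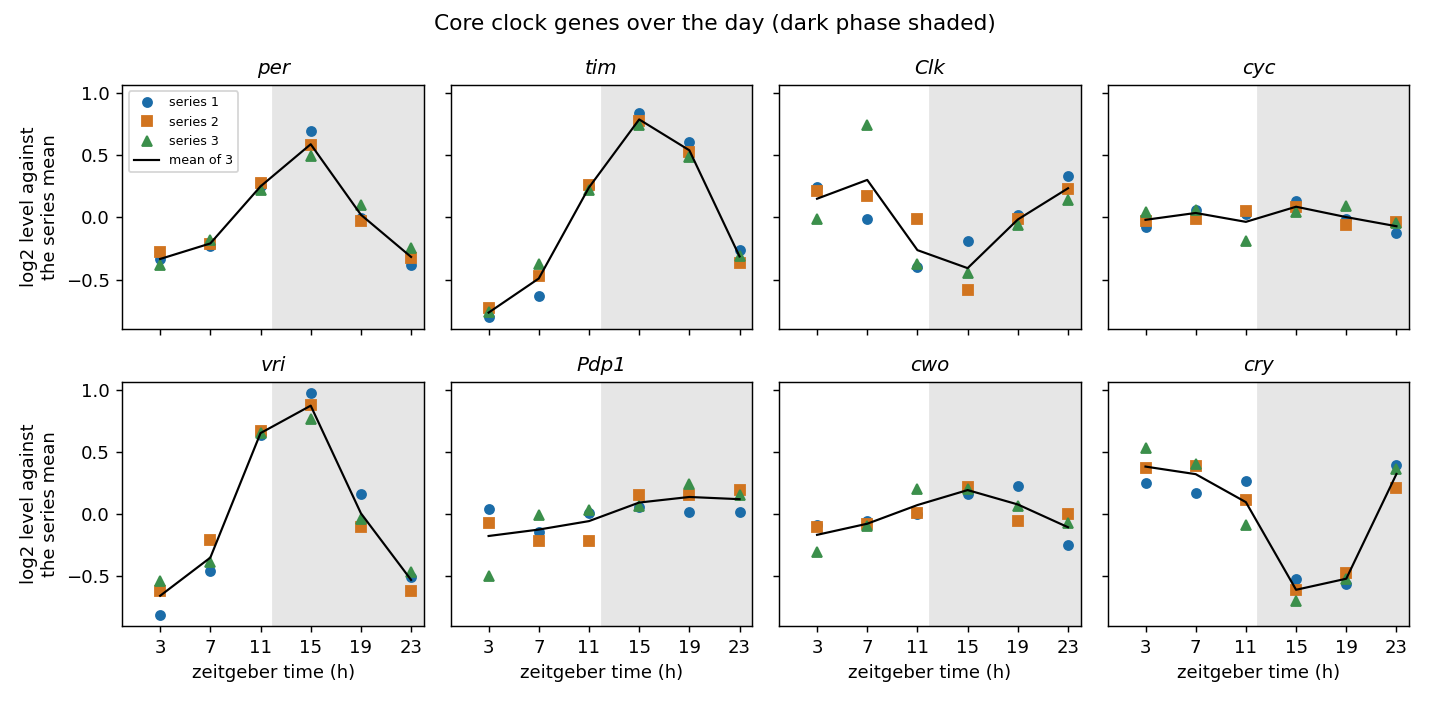
Level of the 8 core clock genes in each library, as log2(ratio + 0.285) minus the mean of its series (vertical axes), by zeitgeber time in hours (horizontal axes), with symbols for series 1 to 3, a line through the mean of the 3 and the dark phase shaded. The genes per, tim and vri are highest at ZT15 and cry is lowest there, while cyc stays near its series mean.

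In the BDGP6 annotation, per lies on chromosome X at 2685580 to 2692780 and tim on 2L at 3493986 to 3508119. Clk, cyc and Pdp1 lie on 3L at 7763233 to 7775603, 19813770 to 19815938 and 7811458 to 7867369. The gene vri lies on 2L at 5288944 to 5311223, and cwo and cry on 3R at 10388258 to 10400752 and 19212154 to 19215442. Another annotated gene overlaps tim, Clk and cry on the same strand, and another overlaps per, tim, vri and cry on the opposite strand. Reads of such overlaps were assigned by rules the labels do not state, so the levels of these genes are uncertain to that extent.

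The 10 rhythmic genes with the largest fitted change were, besides vri and tim, genes with few reads. They were CG14861, CG14658, CR43767, CG9698, CR45112, snoRNA:gcl-a, CR45430 and mir-4953, with log2 changes from 1.53 to 2.01 and adjusted p-values from 0.0199 to 0.0498. Their mean recovered reads per library lay between 1.39 and 14.1, and each was listed at 0 in 2 to 9 of 18 libraries. The largest, CG14861 (FBgn0038280, 3R, 15014770 to 15016034), had a log2 change of 2.01 (SE 0.41) and a peak at ZT18.8, was listed at 0 in all 6 libraries of ZT7 and ZT11, and kept its call in 17 of 18 fits that left out one library. CR43767 kept its call in 1 of 18. Of the 479 rhythmic genes, 14 had a mean under 10 recovered reads.

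The test of any difference between the 6 times called 72 genes, against 1968 at an unadjusted p under 0.05. Without the replicate block it called 7. This count moved by more than 1.5 times in 17 of the 18 fits that left out one library, between 13 without replicate 2 of ZT23 and 134 without replicate 3 of ZT3.

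At ZT15 against ZT3, 6 genes were higher and 13 lower, and 1501 had an unadjusted p under 0.05. The excess of lower genes depended on the test. With quantile normalization the split was 4 to 15 and without the replicate block 0 to 5, but with eBayes without the trend it was 32 higher and 20 lower. Of genes with an adjusted p under 0.05 and separate libraries, tim and Cyp18a1 rose most. Their log2 changes were 1.55 (SE 0.30, adjusted p 0.0342) and 0.86 (SE 0.14, adjusted p 0.00876). Among the same genes, Ugt35b and cry fell most, by 1.19 (SE 0.16, adjusted p 0.00252) and 0.99 (SE 0.14, adjusted p 0.00294) on the log2 scale. The rule that chose these genes requires the same direction in 3 of 3 series. The count was 8 without replicate 2 of ZT3, 10 without replicate 3 of ZT3, 11 without replicate 2 or 3 of ZT15, 41 without replicate 1 of ZT3 and 56 without replicate 3 of ZT7. Cyp18a1 (FBgn0010383) lies on chromosome X at 18688538 to 18693042 and Ugt35b (FBgn0026314) on 3R at 11168503 to 11170246.

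At ZT19 against ZT7, 106 genes were higher and 28 lower, and 1821 had an unadjusted p under 0.05. Without the replicate block 0 genes passed, with 1313 at an unadjusted p under 0.05. Without replicate 1 or without replicate 3 of ZT19, 0 genes passed, with 1669 and 1170 at an unadjusted p under 0.05, and without replicate 3 of ZT3, which is in neither time, 353 passed. The split between higher and lower genes also moved with the scaling, to 167 against 19 with quantile normalization, 48 against 29 with scaling to the total of recovered reads and 10 against 7 with centred libraries. With voom on recovered reads it was 119 against 107, and 136 against 141 among genes with at least 10 recovered reads. Among the 1821 genes at an unadjusted p under 0.05, 60.6% were higher at ZT19, against a mean of 63.0% in simulated genes with no change. Of genes with an adjusted p under 0.05 and separate libraries, CR45430 and CG10337 rose most. Their log2 changes were 1.86 (SE 0.41, adjusted p 0.0395) at a mean of 5 recovered reads and 1.80 (SE 0.28, adjusted p 0.0141) at 11.8. CG9377 fell by 1.39 (SE 0.33, adjusted p 0.0458), from 0.868 ± 0.130 to 0.159 ± 0.0797 (SD, n = 3), and Cct2 fell by 0.91 (SE 0.15, adjusted p 0.0147), from 0.887 ± 0.0983 to 0.337 ± 0.0166. The ratio of ZT7 to ZT19 within series 1, 2 and 3 was 3.90, 14.7 and 3.96 for CG9377. For Cct2 it was 2.55, 3.08 and 2.30. CR45430, CG10337 and CG9377 (FBgn0266979, FBgn0032805 and FBgn0032507) lie on 3L at 22496342 to 22497114 and on 2L at 19545376 to 19546959 and 13359901 to 13361565. The symbol Cct2 matched no single gene of the annotation.

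At ZT23 against ZT11, 1 gene was higher and 4 were lower, and 1230 had an unadjusted p under 0.05. Arc1 rose from 0.472 ± 0.109 to 0.975 ± 0.0437 (SD, n = 3), a log2 change of 0.74 (SE 0.13, adjusted p 0.0489). CG5027 fell by 0.64 (SE 0.11, adjusted p 0.0489) and cbt by 0.59 (SE 0.09, adjusted p 0.0308). Without the replicate block 0 genes passed, with 757 at an unadjusted p under 0.05. Leaving out 1 library moved the count by more than 1.5 times in all 18 fits, to between 0 and 14. The 14 were found without replicate 1 of ZT3, and the count was 0 without any 1 of the 6 libraries of ZT11 and ZT23. Arc1 (FBgn0033926) lies on 2R at 14357927 to 14360297, CG5027 (FBgn0036579) on 3L at 16229100 to 16231139, and cbt (FBgn0043364) on 2L at 476446 to 479688. In the 24 h fit, Arc1, cbt and Cyp18a1 had adjusted p-values of 0.000553, and all 3 kept their calls in all 18 fits that left out one library.

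With the 9 dark libraries set against the 9 light ones in the same fit, 374 genes were higher in the dark and 189 lower. Centring each library reversed this split to 156 higher and 388 lower, and without the replicate block it was 128 to 35. The total of 563 fell by more than 1.5 times in 10 of the 18 fits that each left out one library. It was 168, 188 and 193 without replicate 2 of ZT23, replicate 3 of ZT23 and replicate 3 of ZT19, and 216 and 260 without replicate 2 of ZT11 and of ZT15. It was 301 without replicate 1 of ZT11 or of ZT19, and 352, 359 and 367 without replicate 3 of ZT3, replicate 3 of ZT15 and replicate 1 of ZT15. Without series 1, 2 and 3 it was 0, 0 and 5, with 2125, 1459 and 1769 genes at an unadjusted p under 0.05.

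Of 10 genes listed in advance as cycling in fly heads, 8 were in the table. Of these 8, Cyp18a1, Ugt35b and CG11891 (3 genes) were rhythmic over all genes tested, and 5 were when adjusted over the list alone. Among the marker lists, 0 of 14 photoreceptor, 0 of 7 fat body, 0 of 8 muscle, 0 of 8 glial and 1 of 10 neuronal genes (brp, adjusted p 0.0385) were rhythmic. At an unadjusted p under 0.05 these numbers were 3, 0, 0, 4 and 4, and adjusted over the list alone they were 0, 0, 0, 0 and 2. With no replicate block, 2 genes of the head list passed (Cyp18a1 and Ugt35b) and 0 of each marker list, with an adjusted p of 0.0667 for brp and 2, 0, 0, 1 and 3 genes of the marker lists at an unadjusted p under 0.05. Of 8 transcripts of the mitochondrial genome, 0 were in the table.

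The photoreceptor list moved between libraries. Its mean log2 level against the series mean ranged from -0.52 in replicate 3 of ZT11 to 0.69 in replicate 1 of ZT15, with a standard deviation of 0.39 over the 18 libraries. All 3 libraries of ZT3 lay below the series mean and all 3 of ZT15 above it. At ZT11, replicate 2 lay at 0.64 and replicates 1 and 3 at -0.28 and -0.52, and at ZT7, replicate 3 lay at 0.54 and replicates 1 and 2 at -0.36 and -0.34. In a permutation test of the 24 h change of the list mean, with 100000 orders of the times drawn within series, p was 0.249 (two-sided, 0.352 after adjustment over 7 lists). A daily change of this list was thus not detectable beside the differences between libraries of one time. The muscle and fat body lists had standard deviations of 0.21 and 0.20, and the fat body list was highest, at 0.66, in replicate 2 of ZT3. The glial list varied less, with a standard deviation of 0.05.

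**Figure D4:**
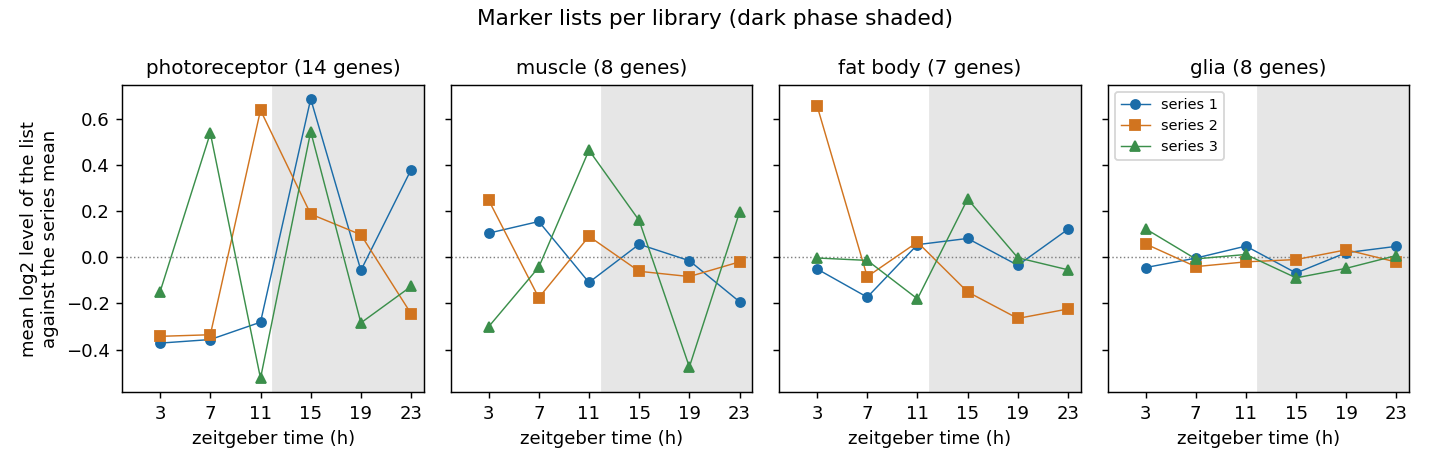
Mean log2 level of 4 marker lists against the series mean (vertical axis) in each library, by zeitgeber time in hours (horizontal axis), with symbols and lines for series 1 to 3 and the dark phase shaded. The photoreceptor list ranges from -0.52 to 0.69, lies above the mean at ZT15 in all 3 series and differs most between series at ZT11, and the glial list stays between -0.09 and 0.12.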

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

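The replicate block was an alternative to the fit without it in the design fixed in advance, and the 2 were exchanged once the unit had been seen. Alternatives named here as recovered reads, centring, length and read totals were chosen after seeing the data, and the others before the data were examined. The counts in the report were compared under each. A count is said to have moved when it differed by more than 1.5 times, and the dark-phase share when it left the 95% Wilson interval of its reported value, 63.5% to 71.9%.

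Without the replicate block, 112 genes were rhythmic in place of 479, 7 differed between any times in place of 72, and 5, 0 and 0 genes differed at ZT15 against ZT3, ZT19 against ZT7 and ZT23 against ZT11 in place of 19, 134 and 5. The dark-phase share was 77.7%. At an unadjusted p under 0.05 those contrasts with 0 genes had 1313 and 757. The block removes the mean difference between series, which the authors' scaling creates. It does not remove the separate scales fully, because the pseudocount is added before the log. The deviations of libraries from the mean of their time had a median correlation of 0.157 in pairs with the same number, with 33 of 45 over 0.1, and of -0.07 in other pairs, with 3 of 90 over 0.1. The separate scales can give this by themselves, so it does not show whether the numbers also mark shared handling. Without the block and with a minimum of 10 recovered reads, 175 genes were rhythmic, 7 differed between any times, 9, 2 and 0 differed in the contrasts (690 for the last at an unadjusted p under 0.05), and the dark-phase share was 76.0%.

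Scaling moved directions more than it moved the number of rhythmic genes. With each library centred, 294 genes were rhythmic, 257 of them among the 479, and 24 differed between any times, 17 at ZT19 against ZT7 and 1 at ZT23 against ZT11, with a dark-phase share of 40.5%. With scaling to read totals these numbers were 37, 77 and 1 genes and 53.3%, and 510 genes were rhythmic, 421 of them among the 479. Quantile normalization gave 2 genes at ZT23 against ZT11 and a share of 72.9%. With median-of-ratios scaling, 484 genes were rhythmic, 470 of them among the 479, and no count moved. Removing the trend with transcript length from each library, with the replicate block kept, gave 471 rhythmic genes and 145 genes for any times, 33 at ZT15 against ZT3 and 25 at ZT23 against ZT11. The cause of these differences was not tested beyond what is given under the other observations.

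The variance model mattered for the smaller counts. Without the intensity trend, 302 genes were rhythmic and 52 (32 higher and 20 lower), 88 and 39 differed in the contrasts. Library weights gave 422 genes for any times and 95, 48 and 227 in the contrasts. Robust eBayes and a pseudocount of 0.0285 each gave 1 gene at ZT23 against ZT11, and a pseudocount of 1.42 gave 30 and 8 genes at ZT15 against ZT3 and ZT23 against ZT11. With voom on recovered reads, 731 genes were rhythmic, 318 differed between any times, 88, 226 and 121 differed in the contrasts, and the share was 48.6%. With voom on genes with at least 10 recovered reads these were 842, 413, 102, 277, 151 and 46.1%. The cause was not tested.

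Stricter filters test fewer genes. Genes above 0 in all 18 libraries gave 136 genes for any times, 38 at ZT15 against ZT3 and 17 at ZT23 against ZT11, and a minimum of 10 recovered reads gave 131, 38 and 13. The 5950 genes at or above the median of the mean ratio held 3 of the 8 core clock genes, of which 1 passed, and gave 10 genes at ZT23 against ZT11. A mean ratio to a gene's own maximum is low where levels fall far below it. This filter thus tends to drop strongly cycling genes and does not select abundant ones. The clock genes it kept were cyc, Pdp1 and cwo, so it does not test the clock calls. Of the rhythmic genes, 107 also changed by at least 1.5-fold, of which 74.8% peaked in the dark phase. At an adjusted p under 0.01, 74 genes passed with a share of 63.5%, and 3 of the 8 core clock genes were among them. The rank test of the JTK type called 587 genes, 355 of them among the 479, with a share of 58.6% and 7 of the 8 core clock genes. Its null takes no account of the centring within series, and it gives no size of change. A 12 h component added to the fit gave 525 rhythmic genes, and the 12 h component itself passed in 1 gene, with 770 at an unadjusted p under 0.05.

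Fitted on their 6 libraries alone, the contrasts called 0, 0 and 0 genes, with 1433, 1353 and 1639 at an unadjusted p under 0.05, from fewer libraries for the estimate of the spread. The contrast of all dark with all light libraries called 563. The count tests listed before the data were examined were not run, because the table holds no counts.

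Leaving out a library or a series gave 0 to 511 rhythmic genes, 0 to 134 genes for any times, 0 to 56, 0 to 353 and 0 to 14 in the contrasts, 0 to 7 core clock genes and a share from 33.3% to 75.1%. The lowest values came from the fits without a whole series, which leave 12 libraries. With single libraries left out, the lowest were 154, 13, 8, 0, 0, 3 and 61.7%. Core clock genes past the threshold fell to 3 without replicate 2 of ZT15. Counts at an unadjusted p under 0.05 stayed between 1406 and 2318 for rhythmic genes in all of these fits.

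Of the 27 values of genes named by the rule fixed in advance, 0 reversed under the alternatives that give a size of change, where a reversal is a change of sign, or a shift of the peak by over 6 h in a gene past the threshold in either fit. The rank test of the JTK type and the fits with marker lists as covariates were not compared in this way. In the settings that kept all libraries or compared 6 of them, 94 of 481 such values lost the threshold and 1 gained it. In the fits that left out a library or a series, 279 of 567 lost it and 1 gained it. Without the block, 19 of 27 values lost it. At the depth of the recovered reads, 34.8% of simulated genes with a log2 change of 1 were called, and 44.2% of those with at least 10 recovered reads. A gene that was not called may therefore still change by that much, and low reads alone do not explain the misses.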

Other observations

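Some values below come from the alternatives fixed before the data were examined. The other tests were chosen after the result they bear on had been seen, except the length trend as a source of the gathering of peak times. That trend was itself chosen after seeing the data.

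The number of rhythmic genes was compared with what other assignments of the times give. Among 100 assignments of the 6 times within each series, the real one included, 1 gave as many as 479 genes, and 0 of the other 99 gave any. For the test of any difference, 1 of 100 gave as many as 72, and the other 99 gave at most 2. For each of the 3 contrasts, 1 of the 10 splits of the 6 libraries gave as many genes (19, 134 and 5), and the other 9 gave at most 1, but 10 splits cannot give a share under 0.1. Of the 10 splits, 4 part all 3 series as the real one does. Genes with an unadjusted p under 0.05 in 2 series were then followed in the series left out. They moved in the fitted direction in 73.9%, 84.4% and 80.5% of cases in series 1, 2 and 3. Over the 720 orders of the 6 libraries of the series left out, shares as large came up 15, 4 and 1 times, which gives one-sided exact permutation p-values of 0.0208, 0.00556 and 0.00139 (adjusted over the 3 tests, 0.0208, 0.00833 and 0.00417). The last is the smallest that 720 orders can give. These shares argue against series that have no daily pattern in common.

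Counting noise at unequal depths is also an unlikely source, as far as the simulation goes. Of simulated genes with no change, 5.01% had an unadjusted p under 0.05 at the depth of the recovered reads, against 19.2% of the real genes. With reads drawn as copies of molecules the mean was 5.15% at 5 reads per molecule and 4.99% at 20, with 0 rhythmic calls in each draw. Other forms of noise, such as a dispersion that differs between genes or libraries, were not simulated. Tissue left on the brains at some times would make genes rhythmic through its amount. With the mean of the photoreceptor list as a covariate in the fit, 637 genes outside the list were rhythmic, 437 of them among the 479, and with that of the muscle list 462, 409 of them among the 479. This argues against eye tissue and muscle as the source of most calls, though not of every one. With the mean of the fat body list 343 were, 335 of them among the 479. Of that list 0 of 7 genes had an unadjusted p under 0.05, and the permutation p of its daily change was 0.921. The mean correlation of its markers was above that of 94.9% of random lists. The standard deviation of its mean between libraries was above that of 99.86%. Whether its markers moved together beyond chance is thus unclear, so their mean cannot settle the part of that tissue. What stays open, besides a daily rhythm of the brain, includes fat body, tissues not tested here, the forms of noise not simulated and the order of handling. The index numbers in the titles rise with the time of day in each series, and the ZT19 and ZT23 libraries are the deepest in each, so the order of the libraries and the time of day cannot be told apart.

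The rhythmic genes gather on one axis of the day. Peaks from ZT4 to ZT8 or from ZT16 to ZT20 were fitted for 64.3% of the 479 genes, where an even spread gives 33.3%. Counting noise at unequal depths favours this axis, but less. Among genes with an unadjusted p under 0.05 the share was 56.3%, and in 20 draws of simulated genes with no change it had a mean of 41.9% and a maximum of 44.7% (58.0% against at most 44.2% for genes with at least 10 recovered reads). With reads drawn as copies of molecules the maximum was 49.2%. With library weights the share was 48.8%, and among the 107 genes with a change of at least 1.5-fold 52.3%. It was 50% without replicate 3 of ZT3, where 158 genes peaked from ZT16 to ZT20 and 138 from ZT20 to ZT24, and 57.8% to 71.2% without any other single library. Of the 27 genes left without series 3 it was 33.3%. The share was 65.0% with each library centred and 57.7% with the length trend removed, so neither a shift of whole libraries nor a trend with transcript length accounts for all of it. The excess on the dark side of that axis is a different matter. It was 67.8% as deposited and 68.8% with the length trend removed, which argues against transcript length, but 40.5% with each library centred. The split of genes at ZT19 against ZT7 did the same. As deposited, 79.1% of the calls were higher at ZT19, and 81.0% without the shallow replicate 3 of ZT7, which argues against that library as the source, but 58.8% of 17 calls were higher with each library centred. With voom on genes with at least 10 recovered reads, 49.1% were higher. Unequal depth alone also tilts both shares. Among genes with an unadjusted p under 0.05, 60.6% were higher at ZT19 and 57.9% peaked in the dark phase, while simulated genes with no change gave means of 63.0% and 58.1% over 20 draws, and of 74.2% and 65.2% with 20 reads per molecule. The real shares were within the range of the 20 draws without copies (60% to 66.8% and 54.9% to 62.0%). With reads drawn as copies of molecules, the real shares lay below every draw. Those draws gave 66.9% to 71.3% and 58.9% to 63.7% at 5 reads per molecule. At 20 reads per molecule they gave 72.8% to 76.6% and 61.2% to 69.2%. All of these draws gave at most 1 gene at ZT19 against ZT7 past the adjusted threshold. A difference in mean log2 level between the ZT19 and ZT7 libraries, or their depth, may therefore make the excess. Whether it comes from the scaling, the depth or the brains cannot be told apart, because the scalings disagree (69.0% in the dark phase with median-of-ratios scaling and 72.9% with quantile normalization) and no spiked-in reference was analysed here.

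Genes at the opposite ends of that axis differ in transcript length. Rhythmic genes peaking from ZT16 to ZT20 had a median longest transcript of 5003 bases (214 genes with a length) and those peaking from ZT4 to ZT8 one of 2210 (91 genes), against 1847 over all genes tested. The difference in mean log2 length was 1.02, with a two-sided permutation p of 2e-05, the smallest that 100000 resamples can give, where genes were permuted as if independent. With each library centred the medians were 4778 and 2114. With the length trend removed from each library they came closer, at 3968 and 2796, with a difference of 0.45 (p 0.00124). Levels of all genes with at least 10 recovered reads did tilt with length within libraries, and part of this goes with the pattern. The rank correlation across genes, which are not independent replicates, was -0.07, -0.07 and 0.37 at ZT19 in series 1, 2 and 3 and -0.02, -0.36 and -0.10 at ZT7. It was thus higher at ZT19 than at ZT7 in series 2 and 3 and slightly lower in series 1. The medians that remain argue against a length trend or a shift of libraries as the whole source. How much of the fall from 1.02 to 0.45 a technical trend explains cannot be told apart from a rhythm of long transcripts, since the removal lowers a length difference by construction. A rhythm that favours long transcripts, or a step of library preparation that varies with the order of handling, may remain.

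The photoreceptor markers rose and fell together. Their mean correlation across the 18 libraries was 0.710, above all of 10000 random lists matched on mean recovered reads, whose median was -0.004. All 14 markers lay above their series mean in replicates 1 and 3 of ZT15, replicate 1 of ZT23 and replicate 3 of ZT7, and 13 in replicate 2 of ZT11, while 0 did in replicate 1 of ZT3, ZT7 and ZT11. The most abundant of the list had a mean of 5253 recovered reads. A candidate explanation is a varying amount of eye tissue left on the dissected brains, which would move all of these genes at once. The correlation of 0.710 is the pattern itself and would also arise from any other cause these genes share, so eye tissue and such causes cannot be told apart here. Part of the movement may follow the time of day, and the permutation p of 0.249 for that does not settle it, since libraries of one time lie as far apart as -0.52 and 0.64 at ZT11. All 3 libraries of ZT15 did lie above the series mean and all 3 of ZT3 below it. Some of these genes are also transcribed in the brain outside the eye, and their number was not determined. The muscle list also moved together (0.468, above 100% of the random lists), and the neuronal list less so (0.313).

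The recovered reads bear on how molecules were counted. There are 4096 possible identifiers of 6 bases, so a gene counted by its identifiers alone in one library cannot exceed 4096 molecules. Recovered reads, which are lower bounds, exceeded that in at least 1 library for 1242 genes and in all 18 for 12 genes, with a maximum of 188535 for Cam. This argues against values collapsed to 1 count per identifier, gene and library. It leaves open a collapse by identifier together with mapped position, for which 4096 is no limit. Whether the levels contain copies made by amplification is thus not settled. Such copies would make the spread between libraries larger than that of the molecules. Among the core clock genes, Pdp1 stood apart with a mean of 28361 recovered reads, rank 8 of all genes with such numbers, while the other 7 had means from 105 to 1199. No explanation was tested for this.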
